A study of Mus musculus with 29 samples.

How the data were processed

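CUT&RUN was used to map binding sites in mouse cells. In this assay an antibody directs a fusion of protein A and micrococcal nuclease to a chromatin protein, and the DNA released around that protein is sequenced. The transcription factor IRF8 was mapped with an antibody against GFP in mice that carry an IRF8-EGFP fusion, in microglia (the resident macrophages of the brain) of postnatal day 9 (P9, 4 libraries), postnatal day 14 (P14, 3 libraries) and adult mice (3 libraries), and in peritoneal macrophages (3 libraries). The transcription factor PU.1 and the histone marks H3K27ac and H3K4me1 were mapped in adult wild-type (WT) and IRF8 knockout (KO) microglia, with 2 libraries for each target and genotype. Per the labels' protocols, cells for transcription factors were crosslinked in 1% paraformaldehyde for 10 min, digestion lasted 30 min in 3 mM calcium, and libraries were amplified in 13 PCR cycles and read as pairs of 35 nt. The labels name 4 IgG control libraries, which are used here only through the authors' peak calls.

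Groups were taken from the sample titles. The source label of the peritoneal macrophage libraries names microglia, and the title was followed. The growth protocol gives an age of 3 months for all samples, which was applied only to the adult groups. The labels give batches for adult microglia and peritoneal macrophages only: in each of these groups replicates 1 and 2 belong to batch 1 and replicate 3 to batch 2. Per the labels, the P9 libraries are 4 of 7 and the KO H3K27ac libraries 2 of 3 that were made; how they were chosen is not given in the sources used here.

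The authors called peaks for each library separately with MACS, per the file headers (version 2.2.7.1 for IRF8 and PU.1, version 2.2.6 for the histone marks), from paired-end fragments with duplicates kept and with the larger of the library and its control scaled down to the smaller. For IRF8, PU.1 and H3K27ac, stretches were joined up to a gap of 640 bp. The threshold was a q-value of 0.01 for IRF8, H3K27ac and replicate 1 of PU.1, and 0.05 for replicate 2 of PU.1 in both genotypes. H3K4me1 was called as broad regions of at least 1000 bp at a p-value of 0.01. Deposited with each peak are the pileup (the fragment coverage signal, scaled by the authors), the −log10 p-value and q-value and the fold enrichment over the control, all per the file headers. These values are the authors' and were used only to describe, rank or filter peaks within a list. The header of the H3K4me1 files states that no q-value was computed, so that column was not used. The aligner and any filter on reads are not given in the sources used here. The control library differed between P9, P14, adult and peritoneal samples, so stage and tissue are confounded with the control; the PU.1 controls also differed between replicate numbers 1 and 2.

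The genome build is not given in the sources used here and was inferred from the coordinates. All peaks lie within the chromosome lengths of GRCm38.p6; the highest peak end on chromosome 1 is 195369900, against a chromosome length of 195471971, and the highest on chromosome Y is 90842113. Genes, exons and transcription starts were taken from GENCODE vM21 on that build.

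A peak list repeats a region once for each summit. Peak numbers count the entries as listed; overlaps use each region once. A consensus region is a merged region with a peak in at least 2 libraries of its group, and regions overlapped when they shared at least 1 bp. Peak numbers were compared by exact permutation tests, two-sided: a Jonckheere-Terpstra trend over the ordered stages (4200 assignments of the stages) and differences of mean log2 peak number. For P14 against P9 the written design gave 0.0571 as the smallest possible p. That was an error, because 4 against 3 libraries have no mirror arrangement, and the smallest exact p is 0.0286. Overlaps were set beside 1000 random rotations of the regions along each chromosome, leaving out the unsequenced 3 Mb at the chromosome start. The smallest permutation p these give is 0.000999. Rotation does not keep regions near transcription starts. A low p therefore does not separate sites shared by 2 sets from a preference of both sets for the same kind of sequence. Similarity of peak lists was measured by the Jaccard index, the share of the merged regions of 2 lists that both lists hold.

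Regions lost in KO are WT consensus regions with no peak in either KO library. Loss at regions overlapping an adult IRF8 consensus region was compared with loss at other regions by a Mantel-Haenszel odds ratio in 10 strata of peak strength, the mean within-list percentile of the authors' −log10 p. The 95% intervals come from 1000 bootstraps over chromosomes. All intervals cover the variation between regions, which includes counting error only within these libraries, and not the variation between animals. With 2 against 2 libraries no exact test can go below 0.333, so no test between genotypes was made. Motif sequences were GGAANNGAAA (composite ETS-IRF site), GAAANNGAAA (interferon-response-like site) and VGGAAGT (ETS core, V being A, C or G). They were searched within 100 bp of the region centre on both strands and compared with windows 1 kb to either side. A region was placed at a promoter when its centre lay within 1 kb of a transcription start.

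The text names genes by a fixed rule. For a list of 17 genes, peaks in the gene or within 20 kb of it were counted in every library. Named are Irf8, Spi1, every listed gene with a peak in all libraries of one IRF8 group and in none of another, and every listed gene with a consensus region lost in KO, along with the 5 adult IRF8 consensus regions of highest mean percentile.

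The groups, main tests, named genes and the following alternatives were written before the data were examined. The alternatives were a −log10 p of at least 10, an overlap of at least 50% of the smaller region, lists of equal length, peaks within 500 bp merged, covered base pairs, chromosomes 1 to 19 and X only, consensus over all libraries, other strata, other distances, single batches, replicate blocks and leaving out each library. Counting regions once, a q-value of at most 0.01 in all PU.1 libraries, and motif windows at the strongest summit were chosen after seeing the data.

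The code was tested on simulated data. For the odds ratios, IRF8 binding and loss were both simulated at the real WT consensus regions. The real shares of bound and lost regions were not reproduced. With loss assigned to the 36697 WT H3K27ac consensus regions at a true odds ratio of 3, the stratified estimate was 2.93 (95% interval 2.74 to 3.10) and the unstratified one 1.45. For the 49737 H3K4me1 regions the estimate was 2.81 (2.68 to 2.95) and for the 5359 PU.1 regions 2.63 (2.35 to 3.03), each below 3. With loss unrelated to the simulated binding (a true odds ratio of 1) the stratified estimates were 0.931 (0.700 to 1.18) for PU.1, 0.993 (0.928 to 1.06) for H3K27ac and 1.03 (0.971 to 1.09) for H3K4me1. The unstratified ones were 0.515, 0.532 and 0.573. Of 20 independent simulated sets, 0 had a rotation p under 0.05. These sets were themselves made by rotation, so this checks the code and not whether rotation is a fitting null. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and, for figures, matplotlib 3.10.9.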

Results

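The series holds 25 libraries with peak lists: 13 of IRF8 in microglia of 3 ages and in peritoneal macrophages, and 12 of PU.1, H3K27ac and H3K4me1 in adult WT and IRF8 KO microglia. Fragment numbers are given in M (mega). The P9 IRF8 libraries had 17.6 ± 3.12 M fragments (SD, n = 4), the P14 libraries 18.7 ± 5.31 M (n = 3), the adult libraries 13.2 ± 10.0 M (n = 3) and the peritoneal macrophage libraries 18.9 ± 2.90 M (n = 3). The adult IRF8 libraries were uneven, with 7.51, 24.7 and 7.25 M fragments. For the genotype comparison, WT and KO PU.1 libraries had 13.1 ± 5.91 and 13.4 ± 0.226 M fragments, H3K27ac 17.8 ± 3.38 and 11.6 ± 4.31 M, and H3K4me1 14.3 ± 0.297 and 19.9 ± 5.69 M (SD, n = 2 each). The shallowest of these was KO H3K27ac replicate 2, with 8.57 M fragments.

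The stage comparison asked how IRF8 binding changes from P9 through P14 to adult microglia. The authors' lists held 1742.5 ± 504 IRF8 peaks per library at P9 (SD, n = 4), 14969 ± 9105 at P14 (n = 3) and 33579 ± 16168 in adults (n = 3). The Jonckheere-Terpstra statistic for an increase over the stages was 31 of a possible 33 (exact permutation test, two-sided, p = 0.00381, 4200 assignments). Among the alternatives that kept all libraries the statistic moved at most to 32 (exact permutation p = 0.00143), as with a −log10 p of at least 10. By geometric means, P14 libraries listed 7.90 times as many peaks as P9 libraries, a log2 difference of 2.98 (exact permutation test, two-sided, p = 0.0286, the smallest this test allows). With any 1 of the 7 libraries left out, the exact p was 0.0667 or 0.1, the smallest the remaining libraries allow. On the same scale adult libraries listed 2.34 times as many peaks as P14 libraries, a log2 difference of 1.23, beside log2 SDs of 0.80 at P14 and 0.64 in adults. The exact permutation test gave p = 0.3 (two-sided, smallest possible 0.1), and this exact test cannot reach 0.05. Fragments per library showed no trend over the stages (statistic 13 of 33, exact permutation p = 0.578).

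**Figure D1:**
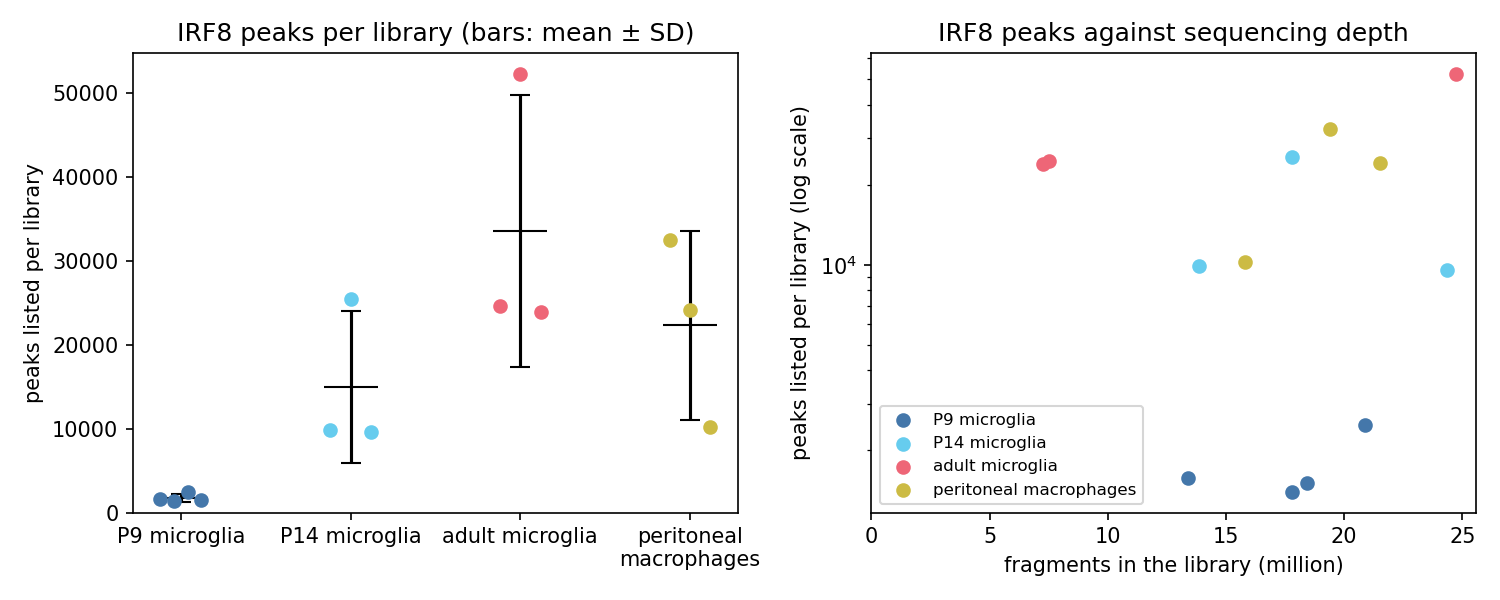
Left, IRF8 peaks listed per library (points) with the group mean and SD (bars) for P9, P14 and adult microglia and peritoneal macrophages. Right, the same peak numbers on a log axis against the fragments of each library in M; the adult libraries with 7.51 and 7.25 M fragments list 24612 and 23881 peaks, and the deepest P9 library with 20.9 M lists 2490.

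Consensus regions with a peak in at least 2 libraries numbered 1374 at P9, 8136 at P14 and 16935 in adults. Of the P9 regions, 95.6% overlapped a P14 region and 96.4% an adult region, against 0.552% and 1.37% for rotated regions. Of the P14 regions, 92.6% overlapped an adult region, against 1.60% for rotated regions. In the other direction, 43.2% of adult regions overlapped a P14 region and 7.76% a P9 region. The permutation p of each overlap was 0.000999, the smallest the rotations can give. These shares depend on the length of the lists. With each list reduced to its strongest regions at equal length, 55.5% of P9 regions overlapped a P14 region, 52.2% of P9 regions overlapped an adult region, and 74.1% of P14 regions overlapped an adult region. Taken library by library, 86.5 ± 3.17% of P9 regions (SD, n = 4) overlapped the P14 consensus and 90.5 ± 3.21% the adult consensus, and 75.1 ± 10.6% of P14 regions (n = 3) overlapped the adult consensus. The shares in the other direction moved when a library was left out. Leaving out 1 of 3 libraries also tightens the consensus rule, because both remaining libraries must then have a peak. Any 1 P14 library left out lowered the share of adult regions in the P14 set, to 23.0% to 34.7%. Any 1 adult library left out raised it, to 47.7% to 63.1%. Part of these changes can therefore come from the rule. Without P14 replicate 2, 23.0% of adult regions overlapped a P14 region. The share of adult regions in the P9 set was 5.16% without P9 replicate 3, 12.03% without adult replicate 1 and 14.4% without adult replicate 2.

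**Figure D2:**
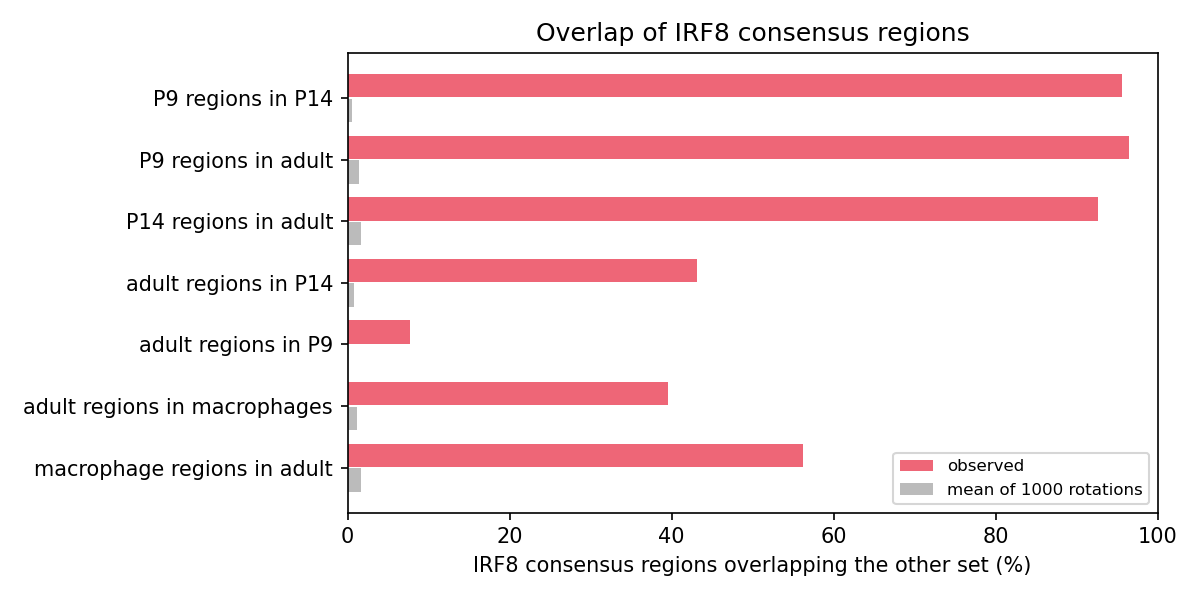
Share of IRF8 consensus regions of one group that overlap a consensus region of another, in percent, as observed and as the mean of 1000 rotations along the chromosomes. P9 regions lie in the P14 and adult sets at 95.6% and 96.4%, while 7.76% of adult regions lie in the P9 set.

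The tissue comparison set adult microglia beside peritoneal macrophages. The macrophage libraries listed 22319 ± 11252 IRF8 peaks (SD, n = 3). By geometric means adult microglia listed 1.56 times as many, a log2 difference of 0.64 (exact permutation test, two-sided, p = 0.5, smallest possible 0.1). The log2 difference was 0.35 within batch 1, with 2 libraries of each, and 1.22 within batch 2, with 1 library of each. Of the adult regions 39.5% overlapped 1 of the 12063 macrophage consensus regions, and 56.3% of the macrophage regions overlapped an adult region, against 1.22% and 1.71% for rotated regions (permutation p = 0.000999 for each, the smallest possible). The share of adult regions fell to 12.2% without macrophage replicate 1 and 13.1% without macrophage replicate 2, and the share of macrophage regions to 36.2% without adult replicate 2. Adult libraries shared a mean of 33.9% of merged regions with each other and macrophage libraries 20.8%, while pairs of 1 adult and 1 macrophage library shared 17.9%. The mean within groups exceeded the mean between groups by 9.54 percentage points (exact permutation test over 10 splits, one-sided, p = 0.1, the smallest possible). It was 5.94 and 5.95 points without adult replicate 1 or 2, with an exact permutation p of 0.2. Pairs of the same cells and batch shared a mean of 43.3% and pairs that differed in both 12.4%. Pairs of different cells shared 24.6% to 26.9% within batch 1, and the single such pair within batch 2 shared 6.21%, the lowest of the 9 pairs of adult and macrophage libraries. Pairs of the same cells from different batches shared a mean of 19.4%. Within batch 1 alone the difference between tissues was 17.1 percentage points.

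Position and sequence were compared across the 4 IRF8 groups. The share of consensus regions centred within 1 kb of a transcription start was 23.6% at P9, 30.2% at P14, 33.5% in adults and 31.0% in macrophages, against 6.16% to 6.41% for rotated regions. Single libraries gave 23.2 ± 4.45% (SD, n = 4), 28.8 ± 0.373% (n = 3), 28.4 ± 5.93% (n = 3) and 26.5 ± 2.79% (n = 3), so P14, adult and macrophage libraries differed by less than the spread of the adult and the macrophage libraries. The composite motif GGAANNGAAA lay within 100 bp of the centre of 14.9% of P9 regions, 8.33% of P14 regions, 6.28% of adult regions and 6.39% of macrophage regions, with 2.00%, 2.05%, 2.01% and 2.27% in windows 1 kb away. The ETS core VGGAAGT was found in 32.0%, 26.5%, 23.3% and 22.1% of regions in the same order. The motif GAAANNGAAA was found in 4.66%, 4.11%, 4.20% and 5.86%. Per library, the composite share was 10.9 ± 2.67% at P9 (SD, n = 4), 7.27 ± 0.907% at P14, 5.80 ± 1.46% in adults and 5.003 ± 0.903% in macrophages (n = 3 each). The P9 mean exceeded the later means by more than these SDs. The composite share also moved with how a region was drawn. The 1314 adult regions that overlapped the P9 set held the motif in 8.14% of cases, against 14.9% for the P9 regions, and the median width of consensus regions was 552 bp at P9 and 1085 bp in adults. The ETS share per library was 26.8 ± 2.76%, 24.4 ± 1.51%, 21.6 ± 4.55% and 18.2 ± 3.40%, and the adult mean lay below the P14 mean by less than the SD of the adult libraries. The GAAANNGAAA share was 4.09 ± 0.807%, 3.70 ± 0.120%, 3.89 ± 0.442% and 4.45 ± 1.26%, differences below the spread of the macrophage libraries. No test was made on these shares. Placing the windows at the strongest summit, a choice made after seeing the data, lowered the composite share to 4.95% at P9 and 2.87% in adults.

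**Figure D3:**
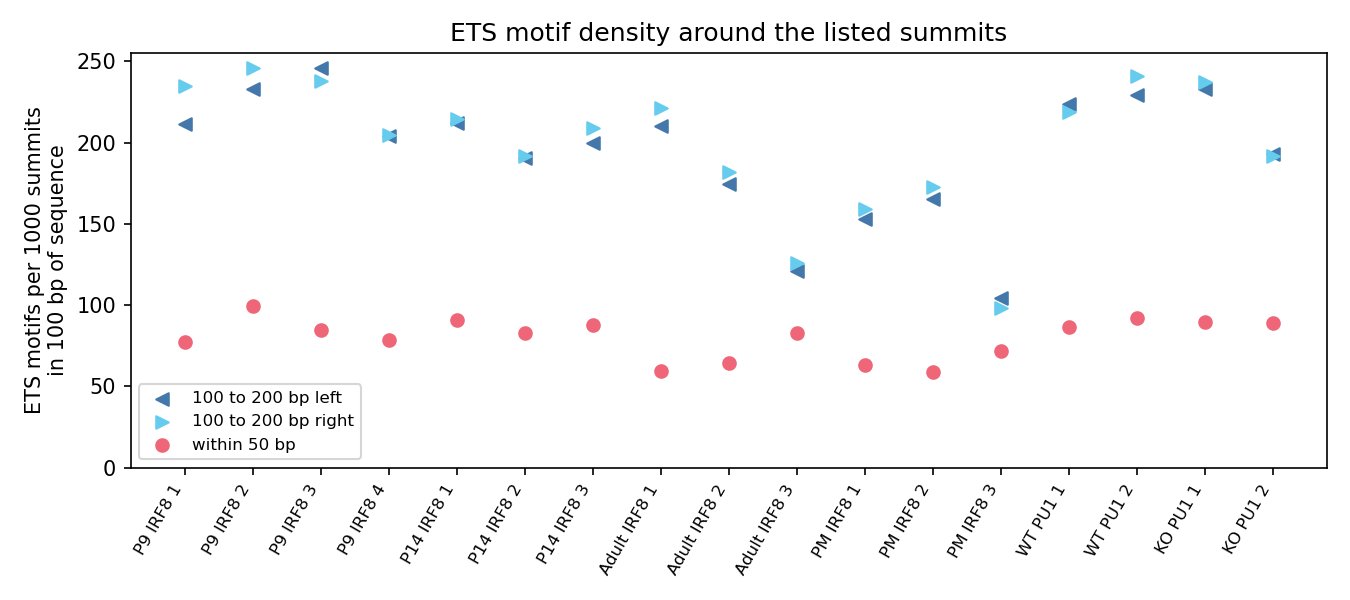
ETS core motifs per 1000 summits in 100 bp of sequence, for each IRF8 and PU.1 library, at 100 to 200 bp left and right of the listed summits and within 50 bp of them. In all 17 libraries the density beside the summits is above that at the summits, by 1.41 to 3.64 times.

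IRF8 sites in adult microglia were set beside PU.1 and the histone marks in WT microglia. Of the 16935 adult IRF8 regions, 27.04% overlapped 1 of 5359 PU.1 consensus regions, against 0.477% for rotated regions. Without WT PU.1 replicate 2 the share was 44.1%. Conversely, 87.4% of the PU.1 regions overlapped an IRF8 region. H3K27ac regions overlapped 81.8% of the IRF8 regions and H3K4me1 regions 91.3%, against 5.11% and 12.6% for rotated regions. The permutation p was 0.000999 in each case, the smallest possible. Rotated regions lose the nearness to transcription starts, so this p is not specific to IRF8 with these partners. With a −log10 p of at least 10 the share with H3K4me1 was 0.502%, since few H3K4me1 regions pass that threshold, and the share with H3K27ac was 64.6%. At equal list lengths the shares were 40.7% with PU.1, 47.6% with H3K27ac and 56.2% with H3K4me1. PU.1 overlapped 76.2% of the 1314 adult regions also in the P9 set, 41.4% of the 6024 in the P14 but not the P9 set, and 6.49% of the 4481 with no peak in any P9 or P14 library. Peak strength fell in the same order, with median adult percentiles of 92.4, 71.8 and 42.1. These classes were not compared at matched strength, so stage and strength are not separated here. Of the 3677 macrophage regions with no peak in any adult microglia library, 0.734% overlapped microglial PU.1 and 25.2% microglial H3K27ac.

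The genotype comparison asked which PU.1, H3K27ac and H3K4me1 regions depend on IRF8. No expression was measured in these libraries, so the knockout itself could not be checked from them. Of 5359 WT PU.1 regions, 1347 (25.1%) had no peak in either KO library, while 757 of 4585 KO regions (16.5%) had none in either WT library. For H3K27ac these shares were 34.0% of 36697 WT regions and 10.9% of 10555 KO regions. For H3K4me1 they were 13.0% of 49737 WT regions and 23.8% of 62025 KO regions. Libraries of the same genotype also differed. Between the WT libraries of a mark, a mean of 52.5% of PU.1, 45.1% of H3K27ac and 53.5% of H3K4me1 regions of 1 library were absent from the other. Between the KO libraries these means were 58.9%, 76.1% and 50.6%. The KO H3K27ac libraries shared 9.73% of merged regions with each other, less than the mean of 17.0% shared by pairs of 1 WT and 1 KO library. Regrouping the 4 libraries so that each side held 1 WT and 1 KO library gave absent shares of 5.86% to 12.4% for PU.1, 4.93% to 19.7% for H3K27ac and 7.98% to 20.8% for H3K4me1. The WT share absent from KO lay above all of these for PU.1 and H3K27ac and inside their range for H3K4me1. For H3K27ac every mixed side holds a WT library, with 72354 or 72875 regions. The KO side holds none and includes the shallow KO replicate 2, with 31524 regions. The H3K27ac excess can come in part from that library, so these groupings do not separate it from genotype. The KO share absent from WT lay above them for PU.1 and H3K4me1 and inside their range for H3K27ac. For H3K4me1 this depended on list length. Lists of equal length gave 16.0% of WT regions absent from KO and 17.3% of KO regions absent from WT. Both lie inside the range of the mixed groupings, which were made with full lists. The H3K27ac loss was 37.3% against KO replicate 1 alone and 72.9% against the shallow KO replicate 2 alone. With absence from the KO consensus in place of absence from both KO libraries, the PU.1 loss was 48.0%. Leaving out a library of either genotype leaves a single list in place of 2 and raised the loss in each mark.

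Loss was then compared between regions with and without IRF8. IRF8 overlapped 87.4% of WT PU.1, 35.3% of H3K27ac and 24.2% of H3K4me1 consensus regions. Loss in KO occurred at 23.2% of IRF8-bound and 38.3% of other PU.1 regions, at 21.0% and 41.2% of H3K27ac regions, and at 2.86% and 16.2% of H3K4me1 regions. IRF8-bound regions were stronger in the WT lists, with median percentiles of 71.1 against 52.1 for PU.1. In strata of strength the odds ratio of loss at bound against other regions was 0.716 for PU.1 (95% interval 0.567 to 0.874), 0.791 for H3K27ac (0.747 to 0.834) and 0.436 for H3K4me1 (0.386 to 0.497). The PU.1 value was not stable. Loss simulated without any relation to binding gave 0.931 for PU.1, with an interval of 0.700 to 1.18. Binding was simulated there too, without the real share of 87.4% bound regions, so that interval is no reference for 0.716. The observed PU.1 value was 1.16 (0.870 to 1.58) with a −log10 p of at least 10 and 0.995 with an IRF8 consensus of all libraries. It was 0.983 and 0.977 without adult IRF8 replicate 1 or 2. Without strata it was 0.487, and in strata of region width 0.561. Odds ratios under 1 also came from groupings that mixed the genotypes, at 0.381 to 0.456 for PU.1, 0.121 to 0.201 for H3K27ac and 0.0781 to 0.279 for H3K4me1. The value of WT regions absent from KO was above this range for each mark, and that of KO regions absent from WT was below it, at 0.135, 0.0106 and 0.0537.

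**Figure D4:**
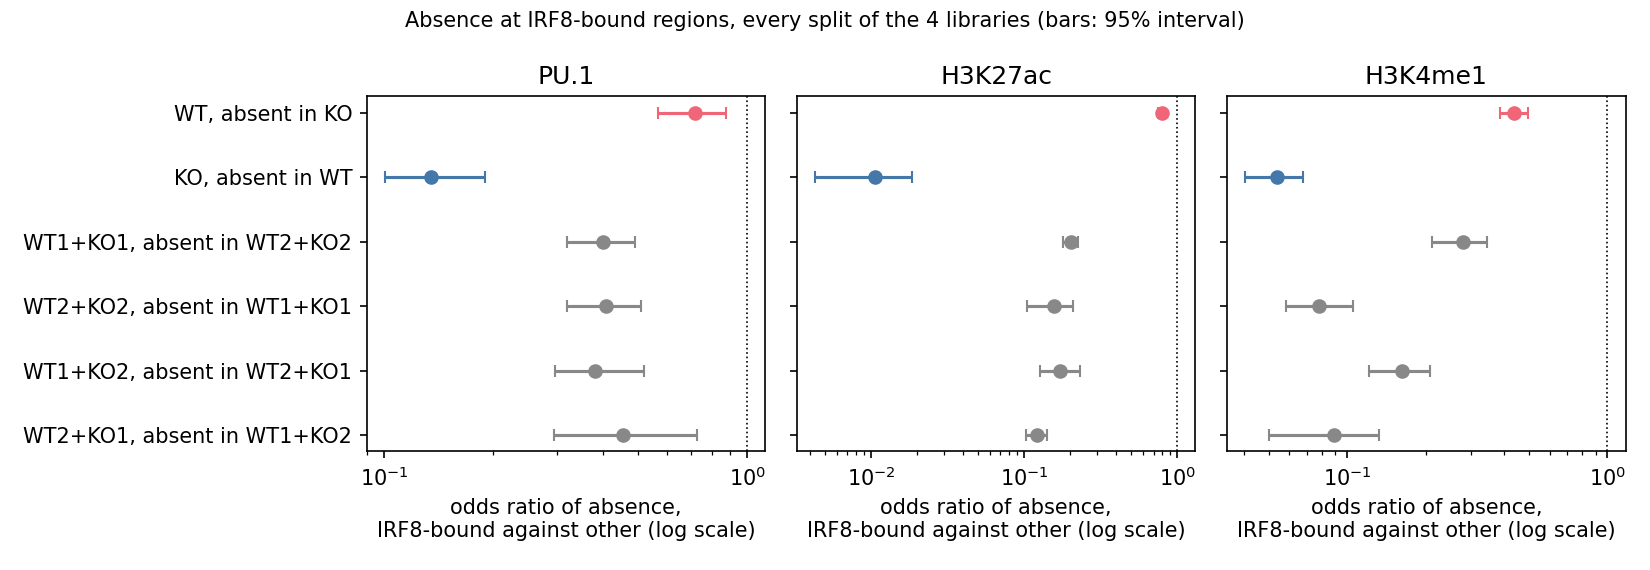
Odds ratio of absence at IRF8-bound against other regions on a log axis, with the 95% interval over chromosome bootstraps, for PU.1, H3K27ac and H3K4me1. Each row is a grouping of the 4 libraries; WT regions absent from KO give 0.716, 0.791 and 0.436, above the groupings that mix genotypes, and KO regions absent from WT lie below them.

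Of the 17 listed genes, 15 met the rule for being named. Irf8 (chromosome 8, 120736358 to 120756694) had IRF8 peaks in 0 of 4 P9 libraries and in all 3 P14, 3 adult and 3 macrophage libraries, and 0 of its 3 H3K27ac consensus regions were lost. The P14 peaks at Irf8 formed 0 consensus regions, against 5 in adults and 1 in macrophages. P9 lists held 1399 to 2490 peaks and P14 lists 9552 to 25481, so absence at a single gene at P9 says little about binding there. Sall1 (chromosome 8, 89027235 to 89044162) had IRF8 peaks in 0 of 4 P9, 2 of 3 P14, 3 of 3 adult and 1 of 3 macrophage libraries, and all 5 of its WT H3K27ac consensus regions were lost in KO. The P14 peaks at Sall1 also formed 0 consensus regions, against 4 in adults. Apoe and Gata6 had peaks in all P14, adult and macrophage libraries and in 0 P9 libraries. Clec7a had peaks in all 3 macrophage, 2 of 3 adult, 1 of 3 P14 and 0 P9 libraries. Spi1, which encodes PU.1, had peaks in 1 of 4 P9 libraries and in all later ones, and 0 of its 3 PU.1 regions were lost. PU.1 regions were lost at 4 genes: 2 of 3 at Batf3, 2 of 4 at Cx3cr1, 2 of 8 at P2ry12 and 1 of 2 at Siglech. H3K27ac regions were lost at 10 genes. Besides Sall1 these were Batf3 (3 of 7), Cx3cr1 (4 of 12), P2ry12 (1 of 8), Tmem119 (3 of 6), Aif1 (3 of 6), Trem2 (2 of 5), Apoe (2 of 4), Lpl (2 of 5) and Mrc1 (1 of 7). H3K4me1 regions were lost at 0 of the 17 genes. Regions present in KO only were found as well. For PU.1 these were 2 of 2 KO consensus regions at Apoe and 1 of 2 at Aif1. For H3K27ac 5 genes had 1 each, namely Cx3cr1, Siglech, Apoe, Clec7a and Mrc1. For H3K4me1 there were 6 such genes, with 1 region each at Cx3cr1, P2ry12, Siglech, Aif1 and Mrc1 and 2 at Ctsb, which is named here after its values were seen. The KO H3K27ac libraries include the shallow replicate 2.

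The 5 adult IRF8 regions of highest mean percentile were not specific to adult IRF8 libraries. The first 3 were listed in 18 to 22 of the 25 libraries, and the others in 6. Chromosome 2, 98666314 to 98667298, overlaps an exon of Gm10800, was enriched 3.76, 1.57 and 3.37-fold in the adult libraries and was listed in 18 libraries. Chromosome 14, 19415743 to 19419468, overlaps an exon of Gm21738 and was listed in 21 libraries. Chromosome 9, 3000082 to 3038212, overlaps exons of Gm10722 and 9 further predicted genes and was listed in 22. Chromosome 17, 4626168 to 4626598, is intergenic, 367734 bp from Arid1b, with 15.8 and 6.14-fold enrichment in 2 adult libraries. Chromosome 9, 35305299 to 35305588, lies in an intron of Gm33838, with 1.83 and 2.27-fold enrichment in 2 adult libraries.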

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

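The limits of 100-fold enrichment and of 4 Mb on chromosome Y, and the tests of the high-fold regions and of chromosome Y, were chosen after the results were seen. For the H3K27ac regions 2 tests were made: the shares by percentile were taken after a first comparison, with matched regions, had shown no difference.

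Among the P9 libraries, replicate 3 listed 2490 IRF8 peaks, and the other 3 listed 1399 to 1578. Its gap to the nearest library was 0.836 of the whole range. This was 1 of 12 measures tested in the P9 group, and chance flags about 1 in 20 groups. It also had the most fragments in the group, 20.9 M (mega), and in peaks per M fragments it lay at 119, beside 118, 78.6 and 81.7 for replicates 1, 2 and 4. Replicates 2 and 4 had more fragments than replicate 1 (17.8 and 18.4 against 13.4 M) and fewer peaks (1399 and 1503 against 1578), so peak number did not follow depth across the group. The P9 control had 13.9 M fragments, and the authors scaled the larger side down. Replicates 2, 3 and 4 were therefore called at the scale of the control, and peaks per M fragments divides by a larger depth. No test separates depth from other differences for replicate 3. No biological explanation was tested, because the labels give no difference between these libraries.

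The authors' fold enrichment, which no comparison used, reached 100 in 3 libraries. KO H3K27ac replicate 2 had 56 such regions, adult IRF8 replicate 3 had 2 and WT PU.1 replicate 1 had 1. In KO H3K27ac replicate 2 the highest was 743-fold, at chromosome 10, 12688892 to 12689233, in an intron of Utrn. None of the 56 was listed in KO H3K27ac replicate 1, 6 were listed in WT H3K27ac replicate 2, and 29 were listed in no other library. Most of those listed elsewhere were listed in WT H3K4me1 replicate 2, few in WT H3K4me1 replicate 1 and none in KO H3K4me1 replicate 1. The reason was not tested. Of the 56, 8 lay on chromosome Y. For H3K27ac at these sites, the first test took 56 regions of the same library with the closest −log10 p and under 100-fold. KO replicate 1 listed 0 of these too, so the test separates nothing, and with a median of 82.1-fold the matched regions may be of the same kind. The second test took all regions by percentile of −log10 p. KO replicate 1 listed 69.4% of those at percentiles 90 to 95 and 0 of the 317 in the top 1%, while in WT replicates 1 and 2 and KO replicate 1 the other library of the group listed 99.2%, 100% and 70.3% of the top 1%. H3K27ac shared by the KO libraries is thus argued against for the most significant regions of this library as a set; a mark present in 1 sample only was not tested. This library was the shallowest of its mark at 8.57 M fragments, and duplicates were kept by the authors, so a few molecules copied many times may give such values; the values used here do not test that. The region in WT PU.1 replicate 1, at chromosome 3, 60468341 to 60469445, measured 105-fold and overlaps no annotated gene. It was listed in the other WT PU.1 library and in 23 libraries of other groups. These include IRF8, H3K27ac and H3K4me1 libraries and both genotypes, so listing there is not specific to PU.1. The cause was not tested.

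The 2 regions in adult IRF8 replicate 3 measured 454-fold at chromosome 11, 69582923 to 69583184, in an intron of Trp53, and 370-fold at chromosome 9, 53442497 to 53442756, over an exon of Atm. Both start at the same base in macrophage replicate 3, the other library of batch 2 (2 of 2 regions), and neither was listed in another adult IRF8 library. For DNA shared within the batch, the test asked in addition that no other library list them. That held for 1 region, the one at Atm, where DNA shared within batch 2 stays open as a candidate. The other 1, at Trp53, is overlapped by broad H3K4me1 regions, for which the labels give no batch, so there such DNA cannot be told apart from a site marked in other libraries. For IRF8 binding in both cell types, the test asked for listing by a macrophage IRF8 library (2 of 2 regions), which shared DNA predicts too. Macrophage replicates 1 and 2 (19.4 and 21.5 M fragments) listed neither region, nor did adult replicates 1 and 2 (7.51 and 24.7 M). The libraries that listed them had 15.8 M (macrophage replicate 3) and 7.25 M (adult replicate 3). These absences argue against IRF8 binding shared by both cell types at these 2 regions. Binding in the batch 2 samples only was not tested.

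Chromosome Y carried 155 regions in KO H3K27ac replicate 2 and 0 to 26 in the other 24 libraries, all labelled female. Of the 155, 1 lay in the first 4 Mb of the chromosome, and none of the 25 libraries had a region at the promoters of Ddx3y, Uty, Kdm5d or Eif2s3y. Since a shallow library can miss promoters, male DNA in this library cannot be told apart from copies of repeated sequence, and no biological explanation was tested.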

How the results depend on the processing

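Counting regions once, a q-value of at most 0.01 for PU.1 and windows at the strongest summit were chosen after seeing the data; the other alternatives were planned. The stage trend kept its direction and stayed past 0.05 under all its alternatives, with a statistic of 24 to 26 when a library was left out. Among values with a library left out, 90 were unchanged in direction and call or within 1 SD, 41 moved and 9 lost their call; among the other alternatives these numbers were 103, 78 and 3, and 1 reversed. Both counts of unchanged values include adult against P14, adult against macrophages and the within minus between difference of the tissues. Their tests cannot reach 0.05, so an unchanged call there was fixed in advance. Some values also count as unchanged although their size moved far, because their call stayed. The IRF8 share with H3K4me1 does so at 0.502% under the stricter threshold, against 91.3%. The PU.1 odds ratio of loss does so at 0.225 without WT PU.1 replicate 2, against 0.716. The overlaps with PU.1, H3K27ac and H3K4me1 stayed above rotated regions under all alternatives run.

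P14 against P9 kept its direction in all. Its log2 difference was 2.52 to 3.23 with a library left out and 2.92 with the replicate number as a block (exact sign-flip p = 0.25, the smallest 3 pairs allow), no longer past 0.05 because fewer arrangements remain. With the block the log2 difference of adult against P14 was 1.23, with 1.32, 1.04 and 1.32 for numbers 1 to 3, and its p of 0.25 is the smallest possible. Adult against macrophages gave 0.64, with −0.40, 1.11 and 1.22 (exact p = 0.5). Neither the blocked nor the unblocked test of these comparisons can pass 0.05, so they say nothing about a change of call. Whether the numbers pair the samples differed between comparisons. Deviations of same-numbered libraries correlated at −0.68 for P9 and P14, 1.00 for P14 and adult and 0.30 for macrophages and adult; with 2 numbers per genotype such a correlation is 1 or −1 by construction. Same-numbered libraries shared more regions than others, by small margins: 12.8% against 12.4% for P9 and P14, 30.5% against 26.8% for P14 and adult, 19.2% against 17.2% for macrophages and adult, 23.23% against 23.22% for PU.1, 17.6% against 16.4% for H3K27ac and 26.7% against 25.1% for H3K4me1. The labels put replicates 1 and 2 of adult microglia and macrophages in batch 1 and replicate 3 in batch 2, and the PU.1 control and threshold go with the number in both genotypes, so there the number is tied to a technical difference. With a library left out, adult against P14 ranged from 0.86 to 1.69 and adult against macrophages from 0.16 to 0.99.

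At equal list lengths the overlaps became 55.5% (P9 in P14), 52.2% (P9 in adult), 74.1% (P14 in adult), 66.3% (adult in P14) and 58.6% (adult in P9). The consensus of all libraries gave 4.11% for adult in P9 and 17.4% for adult in macrophages, and the stricter threshold 28.8% for the latter. With a library left out they ranged from 87.9% to 97.6%, 92.1% to 97.8%, 68.5% to 98.01%, 23.0% to 63.1% and 5.16% to 14.4% in the same order, from 12.2% to 49.9% for adult in macrophages and from 36.2% to 69.6% for macrophages in adult. Changes of over 1.5 times came without P14 replicate 2 (23.0%), P9 replicate 3 (5.16%) or adult replicates 1 and 2 (12.03% and 14.4%). They also came without macrophage replicates 1 and 2 (12.2% and 13.1%) or adult replicate 2 (36.2%). Each was left out singly, which also makes the consensus harder to reach. The within minus between difference ranged from 5.94 to 13.3. It was 5.94 and 5.95 without adult replicates 1 and 2, and its exact permutation p was 0.2 with any 1 adult library left out and 0.1 with any 1 macrophage library left out; a value over all-library consensus regions could not be had for it, since it uses single lists.

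Loss in KO was 61.9% (PU.1), 71.4% (H3K27ac) and 50.1% (H3K4me1) when paired by replicate number as a block, and KO-only shares 60.6%, 61.7% and 59.0%; a single library takes the place of a consensus there. Against the consensus of the other genotype, loss was 48.0%, 78.4% and 30.3% and KO-only shares 39.1%, 19.7% and 44.4%. The stricter threshold gave loss of 50.7% for H3K27ac and 41.7% for H3K4me1, and KO-only shares of 8.03% and 59.4%. The H3K4me1 shares rest on 60 WT and 165 KO regions, against 14798 and 1893 for H3K27ac. An overlap of 50% gave 37.7% loss and 13.0% KO-only for H3K27ac, and equal lengths 35.3% loss and 13.5% KO-only. For H3K4me1, equal lengths gave 16.0% loss and 17.3% KO-only. With a library left out, loss ranged from 35.6% to 58.6%, 37.3% to 72.9% and 19.04% to 44.1%, and KO-only shares from 24.3% to 58.2%, 14.1% to 55.9% and 32.6% to 56.0%.

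The PU.1 odds ratio reversed to 1.16 under the stricter threshold, with an interval that includes 1, and was 0.995 with the IRF8 consensus of all libraries; the cause was not tested. It ranged from 0.225 to 0.983 with a library left out, and the interval included 1 without adult IRF8 replicate 1 or 2. The H3K4me1 value was 0.526 (0.176 to 3.18) under the stricter threshold, where few regions remain. H3K27ac ranged from 0.386 to 0.868 and H3K4me1 from 0.132 to 0.481 with a library left out. The lowest values came without a WT library (PU.1 0.225 without replicate 2 and 0.228 without replicate 1, H3K27ac 0.386 without replicate 1, H3K4me1 0.132 and 0.257 without replicates 1 and 2), where a single list takes the place of a consensus. Blocked odds ratios were 0.265, 0.506 and 0.236. For PU.1, H3K27ac and H3K4me1 they were 0.487, 0.379 and 0.152 without strata and 0.561, 0.615 and 0.334 in strata of region width. With a library left out, IRF8 overlap with PU.1 ranged from 29.8% to 44.1%, with H3K27ac from 83.7% to 89.6% and with H3K4me1 from 91.4% to 94.6%. At equal list lengths these overlaps were 40.7%, 47.6% and 56.2%, and under the stricter threshold 19.97%, 64.6% and 0.502%. Depth limits what absence means: a region not listed in an adult IRF8 library of 7.25 M fragments or in KO H3K27ac replicate 2 of 8.57 M can be present below detection.

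Distances move shares by construction. In the order P9, P14, adult and macrophages, promoters were 18.3%, 24.4%, 27.1% and 25.4% within 500 bp and 31.7%, 38.1%, 40.7% and 37.8% within 2 kb, and 18.96%, 28.1% and 35.7% for P9, P14 and macrophages with all libraries. The composite motif was 8.59%, 4.47%, 3.28% and 3.27% within 50 bp, 23.8%, 14.2%, 10.9% and 11.5% within 200 bp, and 4.95%, 3.86%, 2.87% and 2.89% at the summit; with all libraries 9.59% at P14 and 7.62% in macrophages. GAAANNGAAA was 1.89%, 1.91%, 2.05% and 3.05%, then 8.08%, 7.79%, 7.61% and 10.4%, then 3.20%, 3.22%, 2.93% and 3.65%; with all libraries 3.85% at P9 and 4.39% at P14. The ETS core was 20.4%, 14.7%, 12.7% and 11.8%, then 54.3%, 44.5%, 39.0% and 37.8%, then 17.2%, 17.1%, 14.4% and 13.5%.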

Other observations

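The tests of motifs around the summits, and the comparison of the motif in lost PU.1 regions with other groupings of the libraries, were chosen after the result was seen. The other tests in this part were written before their results were seen. The numerical limits used to read the outcomes were not part of the written predictions.

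More IRF8 peaks were listed at later stages. Depth as the cause is argued against: of the 2 shallowest adult libraries, the one with fewer peaks listed 9.59 times as many as the deepest P9 library. Lower sensitivity at P9 stays open as a candidate explanation. Adult regions also in the P9 set had a median adult percentile of 92.4, beside 56.5 for the other adult regions. Of P9 regions, 96.4% were found in adults with full lists, but 52.2% at equal list lengths. Both weaker binding and lower assay yield at P9 predict the higher percentile and the high share with full lists. The control library differs between the stages, and the P9 libraries are a selection of those made. A change of binding with age stays open beside these and was not tested separately.

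Depth of 1 KO library may contribute to the H3K27ac loss. The share of WT regions absent from KO replicate 2 was 1.95 times the share absent from KO replicate 1. The loss of 34.0% already requires absence from both, so the shallow library can only have failed to lower it. With lists of equal length the loss was 35.3%, but that setting equalises list length and not depth. Taken alone, the deeper KO replicate 1 lacked 37.3% of WT regions, and its own depth and the difference between any 2 libraries are part of that share.

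PU.1 regions lost in KO held the composite ETS-IRF motif more often than kept regions of the same strength, with an odds ratio of 2.06 (95% interval 1.70 to 2.53; 11.2% of 1347 lost and 6.70% of 4012 kept regions). The hypothesis that PU.1 depends on IRF8 at such sites predicts this. Overlap with IRF8 did not point the same way. IRF8-bound PU.1 regions were lost in 23.2% of cases and others in 38.3%, with an unstable odds ratio of 0.716 in strata of strength. Whether the lost regions with the motif are IRF8-bound was not tested. In the other groupings of the 4 PU.1 libraries the odds ratio of the motif was at most 0.922, for KO regions absent from WT. It was 0.473 to 0.683 where the genotypes were mixed. The interval covers regions and not animals, the 4 libraries allow only 3 splits, and 2 libraries per genotype leave differences between single libraries open.

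An odds ratio of loss under 1 at IRF8-bound regions does not by itself show protection in KO, because groupings that share both genotypes did not centre on 1. The groupings that mix genotypes gave values as low as 0.381 for PU.1, 0.121 for H3K27ac and 0.0781 for H3K4me1. The prediction written beforehand held 2 statements that turned out not to exclude each other. The WT against KO value lay outside the range of the other groupings, as a genotype effect requires, and the other groupings lay farther from 1, as its absence requires. The test is therefore undecided as written. A hypothesis formed after seeing the values is that loss in KO is raised at IRF8-bound regions relative to the mixed groupings. The order was the same for the 3 marks, but the 4 libraries of a mark allow only 3 splits, so chance cannot be excluded, and the adult IRF8 set itself comes from animals with IRF8.

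ETS motifs lay beside the listed summits rather than at them. In the 17 IRF8 and PU.1 libraries the density at 100 to 200 bp was at least 1.41 times that within 50 bp of the summit. A shift of the coordinates is argued against, because the density was close to equal on both sides; the library farthest from equality had a left to right ratio of 0.900. A candidate explanation is that the pileup is highest on nucleosome-sized fragments next to the bound site, as the mean fragment sizes of 169 to 242 bp would allow.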
